# Genetic and epigenetic architecture of paternal origin contribute to gestation length in cattle

**DOI:** 10.1038/s42003-019-0341-6

**Published:** 2019-03-14

**Authors:** Lingzhao Fang, Jicai Jiang, Bingjie Li, Yang Zhou, Ellen Freebern, Paul M. Vanraden, John B. Cole, George E. Liu, Li Ma

## Abstract

The length of gestation can affect offspring health and performance. Both maternal and fetal effects contribute to gestation length; however, paternal contributions to gestation length remain elusive. Using genome-wide association study (GWAS) in 27,214 Holstein bulls with millions of gestation records, here we identify nine paternal genomic loci associated with cattle gestation length. We demonstrate that these GWAS signals are enriched in pathways relevant to embryonic development, and in differentially methylated regions between sperm samples with long and short gestation length. We reveal that gestation length shares genetic and epigenetic architecture in sperm with calving ability, body depth, and conception rate. While several candidate genes are detected in our fine-mapping analysis, we provide evidence indicating *ZNF613* as a promising candidate for cattle gestation length. Collectively, our findings support that the paternal genome and epigenome can impact gestation length potentially through regulation of the embryonic development.

## Abstract (web summary)

Lingzhao Fang et al. studied the paternal genetic variants that affect gestational length in cattle. They found that paternal genes from pathways involved in embryonic development were associated with gestation length, and that these were often found in differentially methylated regions of the genome.

## Introduction

Gestation length measures the fetal development period from conception to subsequent parturition in mammals, which is crucial for mammalian development. The events occurred in gestation period can have important consequences for the health, productivity, and fertility of the offspring^1^. The abnormality of gestation length can lead to either preterm or post-term birth, resulting in acute and long-term adverse health outcomes in humans^2–4^. In cattle, the length of gestation highly correlates with health, production, and reproduction performances^5^. For instance, prolonged gestation length has been reported to be associated with increased fetal weight, reduced pregnancy rate, and more difficult calving in dairy cattle^5,6^. Furthermore, gestation is a unique immunological state (i.e., the immune clock of pregnancy) that may help predict preterm birth (i.e., shortened gestation length)^7^ that can influence the risk of developing immune-related diseases^8^. Moreover, gestation length as a trait also has direct applications to the dairy industry, because more precise expected dates can be used to assist herd management practices on health and nutritional aspects^5^.

Gestation length is a complex phenotype affected by many genetic and environmental factors, including the progesterone rise, prenatal growth, maternal age, and maternal and fetal immune systems^9–11^. It has been reported that gestation length is a highly heritable trait with a heritability of 30–50% in humans and cattle^10,12,13^. By measuring properties of pregnancy, gestation length also has a complex genetic architecture with direct contributions from maternal and fetal genomes, and likely an indirect, paternal influence through regulation of the fetal development. Many studies in humans have explored the maternal genetic factors that were associated with gestation length^4,14,15^, but few of them have investigated the indirect impacts of paternal genetics on gestation length, possibly due to the limited availability of data.

The U.S. dairy industry has a long history of collecting phenotypic records of dairy cattle. Based on millions of mating and dairy production records, the U.S. dairy cattle database has archived a large amount of reliable phenotypes on gestation length for thousands of service bulls. This data resource provides valuable information to study the paternal impacts on gestation length in mammals. A previous study reported that the heritability of gestation length for service sires (the paternal contribution) was about 47 and 33% when mated to heifers and cows, respectively^10^. On the other hand, the epigenetic information in sperm has been shown to influence the embryonic development through regulating gene expression in embryos^16–18^, warranting interest to explore whether the epigenetic alterations in sperm can also contribute to gestation length.

In this study, we seek to investigate the paternal genetic contribution to gestation length in cattle through associating ~3 million imputed sequence variants with gestation length in a large sample of 27,214 Holstein bulls. In addition, we characterized genome-wide DNA methylation alterations in sperm that were associated with gestation length and three genetically correlated traits of economic importance, sire calving ease (SCE), body depth (BDE), and cow conception rate (CCR), by comparing sperm methylomes of 18 representative animals with extreme phenotypes^19^. Moreover, we integrated the genetic variants of gestation length with DNA methylation alterations in sperm. We further validated our findings by examining publicly available transcriptome data across 87 adult and embryonic tissues^20^. Finally, we provided genetic, epigenetic, and selection evidence implicating a candidate gene *ZNF613* for gestation length. Collectively, our results illustrated the importance of paternal genome and epigenome to gestation length through regulation of embryonic development, and provided insights into the genetic and biological mechanisms underpinning gestation length. We believe that our findings in cattle can provide valuable knowledge for other mammals, including human and rodents.

## Results

### The complex genetic architecture underlying gestation length

A total of 27,214 Holstein bulls with ~3 million imputed sequence variants and highly reliable phenotypes were included in the current analyses. In total, our single-marker GWAS revealed nine quantitative trait loci (QTL) that were located in the *Bos taurus* chromosome (BTA) 4, 5, 7, 10, 14, 18, 19, and 28, respectively (Fig. 1a). BTA 18 had two QTLs with one of them being the most significant, consistent with a previous study that used a smaller sample size of 4743 bulls^21^. Our following fine-mapping analyses on these nine QTL regions determined 25 candidate genes (posterior probability of causality > 0.05) for gestation length, including multiple genes participating in the embryonic development (e.g., *HSF1*^22^, *MYH10*^23,24^, *NDEL1*^25^, and *NRG2*^26^), immune responses (e.g., *HCFC2*, and *CYSTM1*), DNA processing (e.g., *WWP2*, *CDKL1*, *ZNF613*, and *CPSF1*), and cell differentiation (e.g., *ZNF16* and *ARID4B*) (Fig. 1a; Supplementary Data 1). By examining the Bovine Gene Atlas data that measured the transcriptome across 87 tissues in cattle (http://www.innatedb.com/)^20^, we found that 5 out of 25 fine-mapped genes exhibited the highest expression level in placenta, including *SLC39A4*, *WWP2*, *DNAH2*, *ZNF613,* and *MYH10*. We further found five fine-mapped genes having the highest expression in the immune and growth-related glands (e.g., thymus, anterior pituitary and thyroid), including *NFBY*, *NRG2*, *FBXL6*, *ZNF613*, and *ARID4B*, among which *NFBY* and *ZNF613* were also highly expressed in the embryonic tissues (i.e., fetal tongue surface) (Supplementary Data 1). Through examining the human GWAS Catalog (https://www.ebi.ac.uk/gwas/home), we found that the human orthologues of three fine-mapped genes, *DNAH2*, *CYSTM1*, and *WWP2*, have been reported to be significantly associated with vascular endothelial growth factor levels, intelligence (neurogenesis and myelination), and menarche in human, respectively, suggesting their important roles in development and fertility (Supplementary Data 1). Together, all these results suggest that our fine-mapped genes likely affect gestation in a tissue-specific manner and potentially through the regulation of the fetal genome and development.

**Fig. 1:**
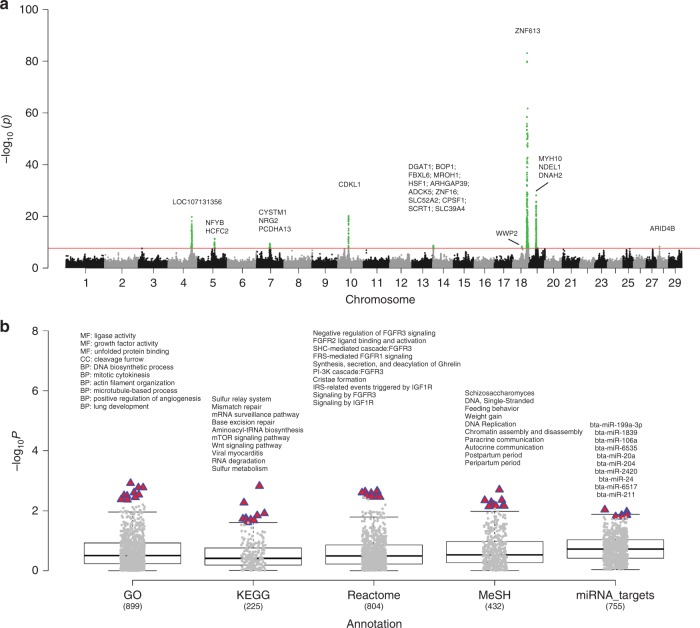
Single-marker GWAS, gene-level fine-mapping, and GWAS signal enrichment of gestation length. **a** Manhattan plot of all the imputed sequence variants being tested. Red line denotes the genome-wide significance of *P* equals to 1.91e-08. All the candidate genes are determined with the posterior probability of causality >0.05 based on gene-level fine mapping (BFMAP). **b** GWAS signal enrichment on the basis of five gene annotation sources, including Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, Reactome metabolism pathway, Medical Subject Headings (MeSH), and miRNA-target networks. The values at x axis are the number of genomic features (i.e., gene lists) being tested in the corresponding annotation sources. The red triangle denotes the top 10 items with the highest enrichments (i.e., −log_10_*P*) in each annotation source. The names of these items are shown in the figure

Based on the omnigenetic model of complex phenotypes^27^, we conducted GWAS signal enrichment analyses to determine the core molecular interaction networks that are engaged in regulating gestation length. We employed five commonly used gene annotation sources, including Gene ontology (GO), Kyoto Encyclopedia of genes and genomes (KEGG) pathway, Reactome metabolism pathway, Medical subject headings (MeSH), and miRNA-target networks (miRBase). As shown in Fig. 1b (See Supplementary Data 2 for details), various biological processes and pathways may affect gestation length, including multiple embryonic developmental processes (e.g., positive regulation of angiogenesis, Wnt signaling pathway, mTOR signaling pathway, and mRNA surveillance pathway), growth factors signaling pathways (e.g., fibroblast growth factor receptors (FGFRs), ghrelin synthesis and insulin-like growth factor 1 receptor (IGF1R) regulation), and DNA processing pathways (e.g., DNA biosynthetic process, DNA replication and mismatch repair). These results were consistent with previous findings that DNA damage was repaired very effectively during pregnancy in humans^28^. Analyses on the basis of MeSH revealed that gestation length was strongly associated with feeding behaviors, postpartum and peripartum periods, and autocrine and paracrine communications, in agreement with a previous study that reported the important roles of autocrine and paracrine signaling in the embryonic skeletal development through regulating the IGF1R signaling pathways^29^. Our miRNA-target network analyses showed that 84 out of the 755 tested miRNAs were significantly (*P* < 0.05) involved in gestation length (Supplementary Data 2), and their targets were enriched (FDR < 0.05) in the regulation of action cytoskeleton, miRNA surveillance pathways, multiple growth-related hormone metabolism (e.g., adrenergic signaling and parathyroid hormone synthesis, secretion and action), and immune responses (e.g., leukocyte transendothelial migration and bacterial invasion of epithelial cells) (Supplementary Fig. 1). Of note were the enrichments of all the miRNA-targets, which were significantly (*P* < 0.01; *t*-test) higher than all the other four annotation databases (Fig. 1b; Supplementary Data 2). Previous studies showed that maternal plasma miRNAs can be used as a biomarker during pregnancy to predict preterm birth and pregnancy loss in human^30,31^, and the altered expression of circulating miRNAs has also been proposed to be associated with pregnancy in cattle^32^. We further validated that 8 and 4 out of the 84 significant miRNAs were differentially expressed in milk^33^ and plasma^34^, respectively, during early pregnancy in cattle, including bta-miR-20a, bta-miR-106b, bta-miR-100, bta-miR-143, bta-miR-99b, bta-miR-125b, bta-miR-125a, bta-miR-93, bta-miR-99a-5p, bta-miR-99b, bta-miR-125b, and bta-miR-29a. Our findings were consistent with previous findings that miRNAs played an important role in pregnancy, especially for fetal growth and regulation of the immune system^35,36^.

Combining gestation length with other economically important dairy traits, we showed that gestation length was significantly positively correlated with calving ability (i.e., service sire and dam effects on still birth and calving ease, which were combined to measure calving ability) and body conformation traits (e.g., stature and body depth), whereas it was significantly, yet negatively correlated with conception/pregnancy rates and milk production performance (Fig. 2a). Through conducting GWAS signal enrichment analysis using QTLs of 208 complex traits in the Cattle QTLdb^37^ (https://www.animalgenome.org/cgi-bin/QTLdb/index), we confirmed that gestation length was not only highly associated with calving ability and withers height, but also highly associated with milk caprylic acid percentage, as well as milk phosphorus and copper content (Fig. 2b; Supplementary Data 2). This was consistent with other studies that indicated phosphorus and copper deficiency can affect prenatal development and pregnancy outcomes in human^38,39^. These results suggest that gestation length may share the underlying genetic basis with many dairy traits of economic importance, reflecting the biological and genetic complexity as well as economic implications of gestation length in cattle.

**Fig. 2:**
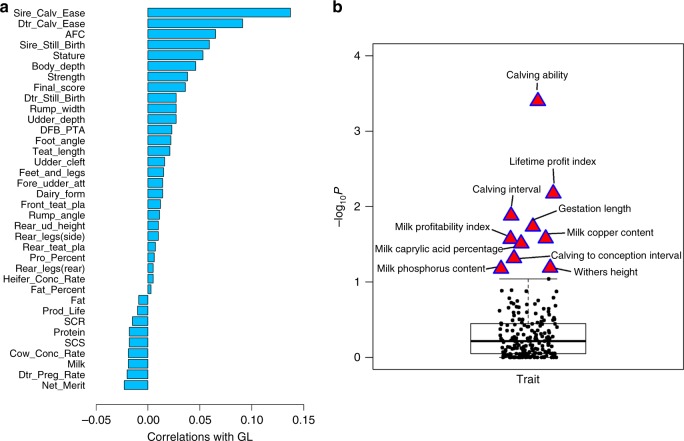
Genetic relationships of gestation length and other dairy traits of economic importance. **a** Genetic correlations between gestation length and 35 dairy traits in the U.S. Holstein population. The genetic correlations are approximately computed using the effects of all tested variants in GWAS. **b** GWAS signal enrichment of gestation length based on the Cattle QTLdb (https://www.animalgenome.org/cgi-bin/QTLdb/BT/index). Each dot denotes a list of genes that are associated with a complex trait in Cattle QTLdb. The top 10 traits with the highest enrichments (i.e., −log_10_*P*) are shown in the figure

### Sperm methylation changes associated with gestation length

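Bisulfite treatment converts unmethylated cytosines and leaves methylated ones unchanged, so the percent of reads that keep a cytosine at a CpG position measures its methylation. Sperm of 18 Holstein bulls was sequenced in this way, and 8 of the bulls form the gestation length (GL) comparison. H03, H09, L03 and L05 are the high-GL bulls, with a high predicted transmitting ability (the genetic merit a bull passes on to its progeny) for GL, and H02, H05, L01 and L07 are the low-GL bulls. The letters in these names belong to the sample labels and do not give the GL group. The authors trimmed the reads, mapped them to the UMD 3.1 cattle genome with bowtie2, extracted methylation with Bismark, kept positions covered by at least 10 reads, and deposited the percent of methylated reads at each position for each bull. The cytosines on the 2 strands of a CpG are listed as separate positions. The high-GL bulls list between 5034824 and 16140580 positions, with a median of 8653240, and the low-GL bulls between 8385032 and 16641749, with a median of 10900167. Coverage is listed for H02, H03, L01 and L03 only, from 10 to 100 reads per position, with a median of 12 reads in L01 and 11 in H02, H03 and L03. For the other 4 bulls the depth is unknown. Positions were grouped into tiles of 2000 bp, and the 593044 tiles with a listed position in each of the 8 bulls were tested. Since coverage was not known for all bulls, every position was given 10 reads, the smallest number a listed position can have. A logistic regression of methylated against unmethylated reads on group was fitted to each tile, and q values were set by the SLIM approach, which estimates the share of tiles without a difference. This model takes reads as independent and has no term for the spread between bulls of a group. An F test with an overdispersion term and limma on the log2 ratio of methylated to unmethylated reads, which estimate that spread, were therefore run beside it. The bulls often list different positions of the same tile, and only 72226 of the tested tiles (12.2%) hold a position listed in all 8 bulls.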

By comparing sperm methylomes between bulls with high and low gestation length, we aimed to determine the differentially methylated regions (DMR) in sperm (adjusted *P* value (*q*) < 0.01 and the absolute difference in methylation >5%), which may contribute to gestation length through regulating the fetal development. 

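With 10 reads per position, 51867 tiles passed both thresholds, 22262 of them with lower and 29605 with higher methylation in high-GL bulls. With 13 reads per position, the mean listed coverage as a whole number and a setting chosen after seeing the data, 72097 tiles passed. The overdispersion-corrected F test called 0 DMRs, and limma with Benjamini-Hochberg adjustment also called 0, with a smallest adjusted p of 0.0678. Both tests miss many differences with 4 bulls against 4. On simulated bulls with no spread beyond read sampling, they called 4968 and 3682 of the 51867 tiles given their observed group means. When 200 tiles were changed by 30 points, both called 0 of them. At an unadjusted p under 0.05 and a difference over 5 percentage points, the F test gave 21869 tiles and limma 21294. With 1 bull left out at a time, the logistic test called between 46827 DMRs (without L05) and 71381 (without H09). CpG positions listed in at least 1 bull of each group allow a comparison at matched positions, and 22819 of the 51865 DMRs that have such positions (44.0%) kept a difference over 5 points in the same direction there. Taken in the direction of each call, the median difference was 10.8 points over all positions and 4.2 points at the matched ones. Matched differences in the opposite direction counted as negative. A test stratified by position, also chosen after seeing the data, called 12961 DMRs.
All 4 high-GL bulls lay on the same side of all 4 low-GL bulls in 19562 tested tiles (3.30%) and in 8173 of the DMRs (15.8%). For tested tiles chance gives 2.86% without ties, and less with ties, since tied bulls were not counted as separated. The DMRs were chosen on a difference between the same groups, so 2.86% is no reference for their share. Among these separated DMRs, the largest loss was on chromosome 20 from 46078001 to 46080000, where methylation was 34.0% ± 25.4 (SD, n = 4) in high-GL and 95% ± 2.22 (SD, n = 4) in low-GL bulls. Its difference pooled over positions was -76.1 points, and the only position listed in both groups differed by 2.08 points. The next losses were on chromosome 11 from 104366001 to 104368000 (-63.7 points, and -7.47 at 8 matched positions) and on chromosome 19 from 44268001 to 44270000 (-62.7 points, and -10.0 at 1 matched position). In the latter tile methylation was 29.9% ± 6.89 (SD, n = 4) and 99.0% ± 1.92 (SD, n = 4), and limma gave it the adjusted p of 0.0678. The largest gains were on chromosome 7 from 54612001 to 54614000 (54.8 points, and 9.87 at 5 matched positions), on chromosome 2 from 126514001 to 126516000 (53.0 points, and 11.1 at 8) and on chromosome 6 from 95064001 to 95066000 (52.1 points, and -0.924 at 8). Since the 6 tiles were chosen among separated DMRs, a permutation test on the bulls' values would give its smallest p by construction, and none is given. Limma's adjusted p was 0.980 for the other 5 tiles. No gene annotation was used for these tiles.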

In total, we detected 66,318 out of 593,035 tested regions as significant DMRs, and a QQ plot for the DMR analysis was shown in Supplementary Fig. 2. We found that many of these gestation length associated DMRs were clustered in BTA 13, 18, and 25 as compared to other chromosomes (Supplementary Fig. 3). 

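The enrichment of a chromosome was computed, after Supplementary Fig. 3, as the log2 ratio of its share of the autosomal DMRs to its share of the autosomal length. BTA18 had the highest of the 29 values, at 0.65, followed by BTA25 at 0.54 and by BTA19 and BTA13 at 0.51 each. The DMR calls were shifted along the tested tiles 1000 times, which keeps their spacing. The two-sided permutation p was 0.017 for BTA18, 0.708 for BTA25 and 0.595 for BTA13. The shifts leave the tested tiles in place, so each permutation p concerns the number of DMRs among tested tiles, not the ratio by length. After Benjamini-Hochberg adjustment over the 3 chromosomes the permutation p was 0.051, 0.708 and 0.708, and over all 29 autosomes it was 0.493, 0.844 and 0.841. Tested tiles themselves were spread unevenly, from 149 per Mb on BTA6 to 323 on BTA18, 332 on BTA25 and 341 on BTA13. Across the chromosomes, which are not independent replicates, the log2 ratio rose with the number of tested tiles per Mb (Pearson r = 0.968). Much of this rise is built in, since the ratio by length contains the density of tested tiles as a factor. Measured against the share of tested tiles in place of length, the log2 ratio was 0.19 for BTA18, still the highest, 0.036 for BTA25 and -0.037 for BTA13. At matched positions the log2 ratio was 0.71 for BTA13 (permutation p = 0.384), 0.59 for BTA18 (permutation p = 0.594) and -0.027 for BTA25 (permutation p = 0.077). Without H09, the ratio fell to 0.46 for BTA18 and 0.27 for BTA25. Without L05, BTA25 reached 0.71 with a permutation p of 0.017, and without L01 the permutation p of BTA18 was 0.058.

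**Figure D1:**
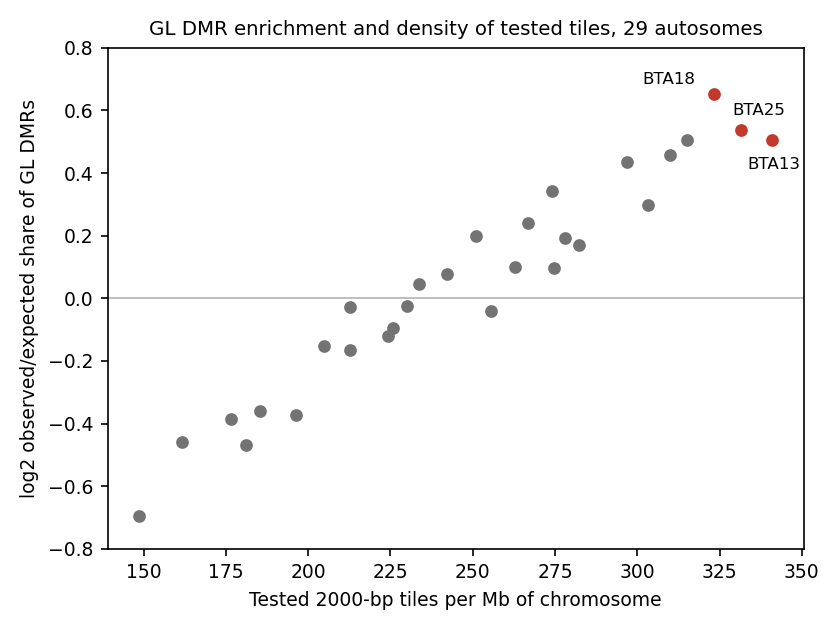
Each point is 1 of the 29 autosomes, with the tested 2000 bp tiles per Mb on the horizontal axis and the log2 ratio of its share of GL DMRs to its share of autosomal length on the vertical axis. BTA13, BTA18 and BTA25, in red, have 341, 323 and 332 tested tiles per Mb, more than any other autosome, and log2 ratios of 0.51, 0.65 and 0.54.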

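The 9 lead variants of the gestation length QTLs in Supplementary Data 1, each extended by 1 Mb on both sides, cover 18000009 bp of UMD 3.1. These regions held 448 GL DMRs among 5314 tested tiles. The number of DMRs per bp was 1.28 times that of the whole genome, and between 1.20 and 1.36 times with 1 bull left out. The number of tested tiles per bp in the regions was 1.33 times that of the genome. Of the tested tiles, 8.43% were DMRs inside the regions and 8.75% in the genome, a ratio of 0.964. Circular shifts along the tested tiles, which concern this share and not the number per bp, gave a two-sided permutation p of 0.69. The share of DMRs was lowest on chromosome 18 from 36117442 to 38117442, with 27 of 517 tested tiles, and highest on the same chromosome from 57141989 to 59141989, with 76 of 598 tested tiles. Promoters, CpG islands and miRNAs were not analysed here.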

We further observed that gestation length associated DMRs intersected many genomic elements, but were more likely to be enriched in promoters, CpG islands, miRNAs, and QTLs of gestation length (i.e., ±1 Mb around the top associated SNPs) (Fig. 3a). Since there was an inflation of the test statistics in the QQ plot of the DMR analysis, our analysis was not focused on the significant DMRs. Instead, we defined multiple sets of DMRs with different *q* value cutoffs, and then investigated the enrichment of GWAS signals in each DMR set using GWAS signal enrichment analysis (see Methods). 

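The inflation factor, taken as the median likelihood ratio chi-square of the tested tiles over the median expected without differences, was 2.79. Leaving out 1 bull at a time gave between 2.64 (without L05) and 2.90 (without H09). It was 3.63 with 13 reads per position and 1.85 at matched positions, and the F test with overdispersion gave 1.16.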

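For the 5 cutoffs of Fig. 3b, the number of DMRs was 78285 at q under 0.05, 14254 at q under 1e-05, 6657 at q under 1e-08 and 4589 at q under 1e-10, beside the set at q under 0.01. The share that lost methylation in high-GL bulls rose from 40.1% at 0.05 to 42.9% at 0.01, 58.4% at 1e-05, 69.2% at 1e-08 and 73.5% at 1e-10. At 0.01 this share was 39.0% without H09, 47.8% without H05 and 33.7% at matched positions. The enrichment of GWAS signals in these sets was not analysed here.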

Our results revealed that GWAS signals were significantly (*P* < 0.05) enriched in gestation length associated DMRs. This enrichment was also significant for other traits, including days to first breeding after calving (DFB), somatic cell sore (SCS, which is highly related to mastitis^40^), multiple body type traits (e.g., strength and stature), and milk production traits (e.g., milk and fat yields). Of note, we found that DMRs that lost methylation in animals with higher gestation length had stronger enrichment (i.e., smaller *P*-value) than those that gained methylation across gestation length and multiple reproduction and body type traits (Fig. 3b). However, milk production traits exhibited an opposite trend, where DMRs that gained methylation in animals with higher gestation length had more significant enrichment than those that lost methylation (Fig. 3b). Our DMR-set enrichment using Reactome pathways further validated that DMRs that lost methylation in animals with higher gestation length were significantly enriched in pathways related to telomere and chromosome maintenance, translation, and DNA damage repairs, suggesting their potential role in pregnancy and embryonic development^41,42^ (Fig. 3c; Supplementary Data 3). DMRs that gained methylation were significantly engaged in lipid metabolism (e.g., arachidonic acid metabolism and fatty acid metabolism), indicating their important roles in the regulation of milk production (Fig. 3c; Supplementary Data 3). Furthermore, we found that 17 out of the 25 fine-mapped genes were overlapped (gene body and promoter) with DMRs (Supplementary Data 4), and eight of them were reported to be transcriptionally active during early embryonic development (from four cells to blastocyst) before implantation^43^, including *ARID4B*, *HCFC2*, *NFYB*, *CPSF1*, *WWP2*, *ZNF613*, *NDEL1,* and *PCDHA13* (Supplementary Data 4). All of these results provide evidence that sperm methylation alterations influence gestation length through regulating fetal development, as well as suggest that epigenetic alterations in germline cells induced by environmental perturbations may impact complex phenotypes through a transgenerational inheritance model^44^, potentially contributing to the genetic architecture underlying complex traits and diseases.

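Of the 25 fine-mapped genes of Supplementary Data 1, 23 had a tested tile in the gene body or within 2000 bp of it, and 15 had a GL DMR there. Circular shifts of the calls gave a two-sided permutation p of 0.589 for this number. It was 14 for the gene body alone, 19 with flanks of 10000 bp and 17 with 13 reads per position. It was 11 with at least 3 positions per tile in every bull, which leaves fewer tiles to test. With 1 bull left out it ranged from 14 to 18. The 15 genes were LOC107131356, NFYB, HCFC2, CYSTM1, NRG2, PCDHA13, ADCK5, ZNF16, SLC39A4, WWP2, ZNF613, MYH10, NDEL1, DNAH2 and ARID4B. Beside ZNF613, the largest difference was a loss of methylation at CYSTM1 (chromosome 7 from 53047810 to 53118493), whose tile from 53046001 to 53048000 differed by -33.5 points over all positions and by -0.559 at matched ones. MYH10 (chromosome 19 from 28679649 to 28801223) had a gain of 23.5 points in the tile from 28802001 to 28804000, with -0.0857 at matched positions. NFYB (chromosome 5 from 68108515 to 68127921) had a gain of 20.5 points, with 0.633 at matched positions. HCFC2 (chromosome 5 from 68052161 to 68097172) had a loss of -19.4 points, with -1.78 at matched positions, and SLC39A4 (chromosome 14 from 1719732 to 1724221) a gain of 19.0 points, with 10.6 at matched positions. The test stratified by position called a DMR in 4 of the 25 genes.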

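The 41 tiles that Supplementary Data 4 lists for these genes were all tested, and the sign of the difference was that of the paper's value in each of them. Across these tiles, which are not independent replicates, the differences followed the paper's values with a Pearson r of 0.996, and the largest gap was 3.56 points. The logistic test called 33 of the tiles as DMRs, and 8 of the 33 kept a difference over 5 points in the same direction at matched positions. The smallest adjusted p that limma gave to any of the 41 tiles was 0.980. The paper takes its results on GL DMRs, which include their enrichment in QTLs, GWAS signals of several traits and Reactome pathways and their overlap with fine-mapped genes, as evidence for an influence of sperm methylation on gestation length through fetal development.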

**Fig. 3:**
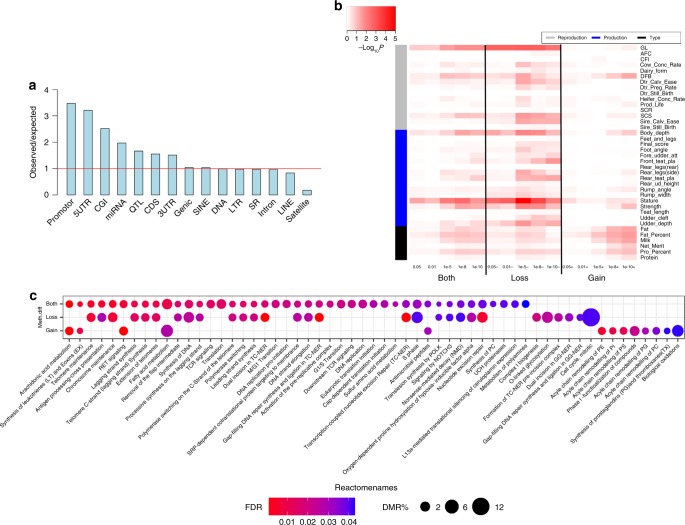
Sperm DNA methylation alterations associated with gestation length. **a** Enrichment of differentially methylated regions (DMRs) across multiple genomic elements. The enrichment of DMRs on a genomic element is computed as the ratio between the observed density of DMRs in this particular genomic element and the expected density of DMRs in the entire genome. **b** GWAS signal enrichment of gestation length based on DMRs that were determined by comparing animals with high gestation length to those with low gestation length. DMRs are first defined based on five different *q* values cutoffs (i.e., 0.05, 0.01, 1e-5, 1e-8, and 1e-10) and the absolute value of methylation difference >5% (Both). DMRs were then divided into two subsets according to the sign of methylation difference, i.e., <−5% (Loss) and > 5% (Gain). **c** DMR-set enrichment analysis based on the Reactome pathway database

Since sire calving ease (SCE) and body depth (BDE) and cow conception rate (CCR) were genetically correlated with gestation length (Fig. 2a), we hypothesized that they also share the epigenetic architecture in sperm with gestation length. To test this, we further detected DMRs associated with SCE, BDE, and CCR based on the comparisons of high-SCE vs. low-SCE bulls, high BDE vs. low BDE, and high CCR vs. low CCR, respectively. 

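Each of the comparisons for sire calving ease (SCE), body depth (BDE) and cow conception rate (CCR) set 3 bulls with a high predicted transmitting ability against 3 with a low one. The SCE groups were H03, H07 and L02 against H01, H06 and L09, the BDE groups H02, L03 and L08 against H05, H09 and L02, and the CCR groups H08, H09 and L06 against H06, L08 and L09. Several of these bulls also belong to the GL comparison. H03 is high for GL and SCE, and H09 is high for GL and CCR. For GL and BDE 4 bulls are shared, of which L03 is high and H05 low for both traits, while H02 and H09 have opposite groups. The number of listed positions ranged from 7331215 to 11391961 in high-SCE and from 2858992 to 13499454 in low-SCE bulls, with medians of 8827498 and 6447515. It ranged from 4598178 to 8579841 in high-BDE and from 5034824 to 16641749 in low-BDE bulls, with medians of 5914519 and 8827498. It ranged from 5034824 to 22048556 in high-CCR and from 4598178 to 13499454 in low-CCR bulls, with medians of 18402246 and 6447515. Coverage is listed for H01, H03 and L02 in the SCE groups and for H02, L02 and L03 in the BDE groups, and is unknown for all 6 CCR bulls, so each position again counted as 10 reads.
For SCE, 33254 of 537495 tested tiles were DMRs, with 19067 losses and 14187 gains of methylation in the high group. For BDE, 41619 of 550314 tiles were DMRs (15727 losses and 25892 gains), and for CCR 60878 of 550878 (46677 losses and 14201 gains). The F test with overdispersion and limma called 0 DMRs for each of the 3 traits. With 3 bulls against 3 these tests could call few, since on simulated bulls with no spread beyond read sampling the F test called 22, 20 and 6 of the tiles given their observed group means, and limma 0, 72 and 345. At an unadjusted p under 0.05 and a difference over 5 points, the F test gave 18335, 20379 and 18548 tiles for SCE, BDE and CCR, and limma 17735, 21126 and 19905. The SCE count was 51591 without H01, the bull with the fewest listed positions, and 54364 with 13 reads per position. Without H06, gains outnumbered losses among the SCE DMRs called, with 12841 losses and 20655 gains. The CCR count was 94807 without H08, the bull with the most, of which 83061 were losses, and the losses numbered 28630 without H06 and 26671 without L06. The BDE count was 63601 with 13 reads per position. At matched positions, 54.0% of the SCE DMRs, 51.3% of the BDE DMRs and 62.2% of the CCR DMRs kept a difference over 5 points in the same direction.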

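The overlap was measured on tiles tested for both traits of a pair, which were 375593 for GL and SCE, 530775 for GL and BDE and 494040 for GL and CCR. The odds ratio that a GL DMR was also a DMR of the other trait was 4.72 for SCE, 4.77 for BDE and 4.18 for CCR, and Fisher's exact test gave p values too small to be computed. That test takes tiles as independent and the comparisons as made on separate bulls. To set a value for shared bulls beside these, the bulls of each pair of traits were regrouped at random 100 times, keeping which places were held by the same bull. The median odds ratio of the random groupings was 4.62 for SCE, 5.10 for BDE and 3.99 for CCR. With a difference over 10 points in place of 5, the odds ratios of the real groups were 8.37, 8.33 and 8.33, and the random groupings, run for this setting after the values were seen, gave a median of 8.55, 9.54 and 7.74. With 13 reads per position they were 3.67, 3.91 and 3.68.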

We found that gestation length associated DMRs significantly overlapped with DMRs that were associated with SCE, BDE and CCR, respectively (Fig. 4a). There were 9524, 15,371, and 17,795 DMRs shared in gestation length & SCE, gestation length & BDE, and gestation length & CCR, respectively, which were used as three interesting DMR groups for further comparisons (Fig. 4a). 

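In the deposited data, 6466 DMRs were shared by GL and SCE, 10753 by GL and BDE and 12691 by GL and CCR. With 13 reads per position, the shared DMRs numbered 10923, 18057 and 20083, and at matched positions 553, 1083 and 1701.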

Based on DMRs in these three groups, we defined three groups of genes that overlapped (gene body and promoter) with them. We found that genes in the three groups were commonly and significantly (FDR < 0.05) engaged in parathyroid hormone metabolism, inflammatory mediator regulation of TRP channels, phosphatidylinositol signaling system, and AMPK signaling pathway (Fig. 4b). Notably, for the shared DMRs in gestation length & SCE group, genes were selectively and significantly engaged in the longevity regulating pathway, endocrine-regulated calcium reabsorption and amoebiasis (Fig. 4b), implying their important roles in pregnancy and calving^45–48^. For the shared DMRs in the gestation length & BDE group, genes were significantly engaged in the focal adhesion, insulin secretion and peroxisome (Fig. 4b), suggesting their roles in the regulation of embryo growth^49,50^. For the shared DMRs in the gestation length & CCR group, genes were selectively and significantly engaged in the hippo signaling pathway, glycerolipid metabolism and lysosome (Fig. 4b), indicating their potential roles in the regulation of conception and fertility^51^. In Fig. 4c, for the shared DMRs in the gestation length & SCE group, 71% of the DMRs had the same direction of change for gestation length and SCE (Fig. 4c). In contrast, lower proportions of DMRs (58 and 60%) had the same change direction for gestation length & SCE and gestation length & CCR groups (Fig. 4c). This finding was in line with the genetic evidence that gestation length was more genetically correlated with SCE than with BDE and CCR. Furthermore, we observed that the genetic correlation between SCE and gestation length was higher in their shared DMRs of the same change direction, compared to those of opposite directions or the entire genome background (Fig. 4d). These results further supported that the epigenetic alterations in sperm associated with the genetic architecture underlying gestation length and other dairy traits.

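Of the DMRs shared by GL and SCE, 73.0% changed in the same direction for both traits. The random groupings that keep the shared bull gave a median of 67.7%. Without H03, the bull that is high for both traits, no bull was shared and 52.6% had the same direction. With any other bull left out, the share lay between 66.7% (without H06) and 78.0% (without L02). At matched positions it was 75.4%.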

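For GL and BDE, 56.4% of the shared DMRs changed in the same direction, and the random groupings gave a median of 50.5%. The share was 30.2% without H05 and 32.1% without L03, which have the same group for both traits. It was 76.1% without H02 and 68.3% without H09, which have opposite groups. At matched positions it was 67.1%. For GL and CCR, the share was 63.2% and the median of the random groupings 64.3%. It was 59.3% without H09, the bull shared by these traits, and lay between 52.4% (without L05) and 70.7% (without L06) over all bulls left out in turn. At matched positions the GL and CCR share was 56.4%. From the higher share in the GL and SCE group, the paper draws a parallel to the stronger genetic correlation of gestation length with SCE than with BDE and CCR. Together with the genetic correlation within shared DMRs of the same direction (Fig. 4d), it takes this as further evidence for a link of epigenetic alterations in sperm with the genetic architecture of these traits.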

**Fig. 4:**
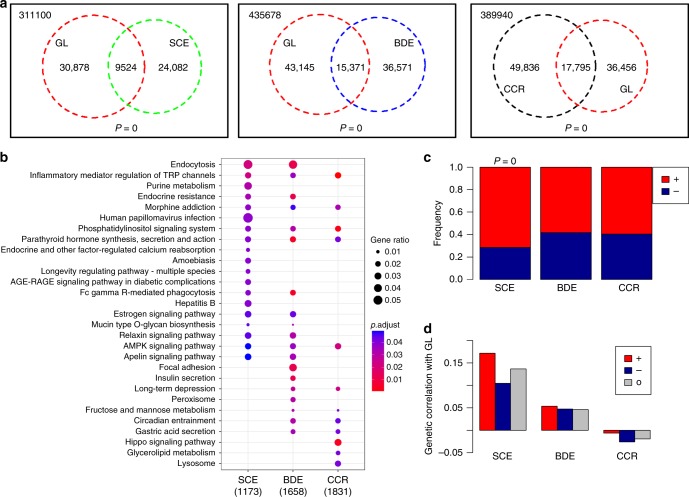
Relationships of sperm methylation alterations associated with gestation length, sire calving ease (SCE), body depth (BDE), cow conception rate (CCR). **a** Intersections between differentially methylated regions (DMRs) of gestation length and DMRs of SCE, BDE and CCR, respectively. *P*-value is calculated using a Fisher-exact test. **b** KEGG pathway functional enrichment of genes that are overlapped with shared DMRs in gestation length & SCE, gestation length & BDE, and gestation length & CCR, respectively. **c** Frequency of shared DMRs with the same (+) or opposite (−) change directions in gestation length & SCE, gestation length & BDE, and gestation length & CCR, respectively. **d** Comparisons of genetic correlations of gestation length & SCE, gestation length & BDE, and gestation length & CCR within their shared DMRs of same (+) or opposite (−) change directions, and over the entire genome (O), respectively

### Multiple evidence implicating *ZNF613* for gestation length

The most significant QTL of gestation length was on BTA18, which was also significantly associated with SCE, BDE, and CCR (Supplementary Fig. 4). This was consistent with previous studies that reported this QTL to be associated with many fertility and body conformation traits in cattle, including gestation length^21^, stillbirth^52^, calving ability^52–58^, longevity^59^, calf birth weight^19,60^, young stock survival^61^, conformation^54–56,62^, and udder types^55^. However, the high extent of linkage disequilibrium and lack of functional annotation in this QTL region hampered the efforts to determine the causal gene and variants. Here, the fine-mapping analysis in our current and previous studies^63^ identified *ZNF613* as the candidate gene for all of the four traits, including gestation length, SCE, BDE and CCR, which was consistent with previous studies in the Nordic dairy cattle population that proposed *ZNF613* to be associated with calving difficulty and longevity^59,61^. 

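ZNF613 lies on chromosome 18 of UMD 3.1 from 58100688 to 58141930, as listed in Supplementary Data 1. The tile of Supplementary Data 4 with the largest difference in this gene holds 40 distinct listed CpG positions over the 18 bulls, from 58126005, which is 25317 bp from the start of the gene, to 58127816. The annotation of its exons and introns was not used here. Pooled over positions, methylation in this tile differed between the high and low groups by -42.3 points for GL (q = 1.7e-31), -23.1 points for SCE (q = 1.7e-07), -23.3 points for BDE (q = 6.1e-07) and -11.2 points for CCR (q = 0.0051). With the overdispersion-corrected F test, q was 0.704 for GL, 0.936 for SCE, 0.879 for BDE and 0.972 for CCR, and limma gave the GL difference an adjusted p of 0.980. Within 1 Mb of the lead variant, where 598 tiles were tested for GL and 76 were DMRs, the tile ranked 1 by the size of its difference and 2 by q. The smallest q there belonged to the tile from 57456001 to 57458000, with a difference of -31.2 points (q = 8.7e-38). By q, the ZNF613 tile ranked 7 among 44 DMRs of this region for SCE, 12 among 49 for BDE and 89 among 94 for CCR. With 1 bull left out, the GL difference lay between -49.8 (without H02) and -36.7 points (without L01). The SCE difference was -12.2 points without H03 (q = 0.0711) and the BDE difference -8.14 points without H05 (q = 0.219). The CCR difference was -2.58 points without L06 (q = 0.509) and -5.71 without H06 (q = 0.267). It was -8.45 points without H09 (q = 0.0462) and -10.0 without L09 (q = 0.0225). It was -16.0 points without L08 (q = 0.00014) and -35.2 without H08 (q = 5.3e-16). In a tile that starts 1000 bp lower, the differences were -1.25 points for GL, 0.112 for SCE, -2.13 for BDE and -3.39 for CCR.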

Of note, *ZNF613* had a common DMR on its second intron across all these four traits, and this common DMR was also the top one for gestation length in the corresponding genomic region (Fig. 5a). 

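Averaged per bull, methylation in the ZNF613 tile was 21.3% ± 12.7 (SD, n = 4) in high-GL and 64.5% ± 32.3 (SD, n = 4) in low-GL bulls (two-sided exact permutation p = 0.0857). It was 27.4% ± 20.6 (SD, n = 3) in high-SCE and 54.2% ± 10.9 (SD, n = 3) in low-SCE bulls (exact permutation p = 0.3), 26.3% ± 6.07 and 41.5% ± 32.8 (SD, n = 3 each) in high- and low-BDE bulls (exact permutation p = 0.5), and 20.2% ± 22.6 and 41.5% ± 11.3 (SD, n = 3 each) in high- and low-CCR bulls (exact permutation p = 0.2). The exact permutation test of 3 bulls against 3 cannot give a p under 0.1. Over single positions, the median in the low and high group was 90.0% and 13.3% for GL, 32.5% and 14.4% for SCE, 46.7% and 13.3% for BDE and 20.0% and 14.8% for CCR.
Each GL bull lists between 4 and 22 positions in the tile, and no bull lists a position between 58126521 and 58127393. Below this gap, mean methylation was 10.2% in the 4 high-GL bulls and 15.5% in 3 low-GL bulls, since L01 lists no position there (exact permutation p = 0.229). Above the gap, it was 94.0% in 3 high-GL bulls, since H09 lists none, and 94.1% in 3 low-GL bulls, since H02 lists none (exact permutation p = 1). Of all positions listed by high-GL bulls in the tile, 82.0% lie below the gap, against 33.3% for low-GL bulls. At the 14 positions listed in both groups, the difference was -4.02 points for GL. It was -0.243 points at 18 positions for SCE, -1.53 at 11 positions for BDE and -1.50 at 19 positions for CCR.

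**Figure D2:**
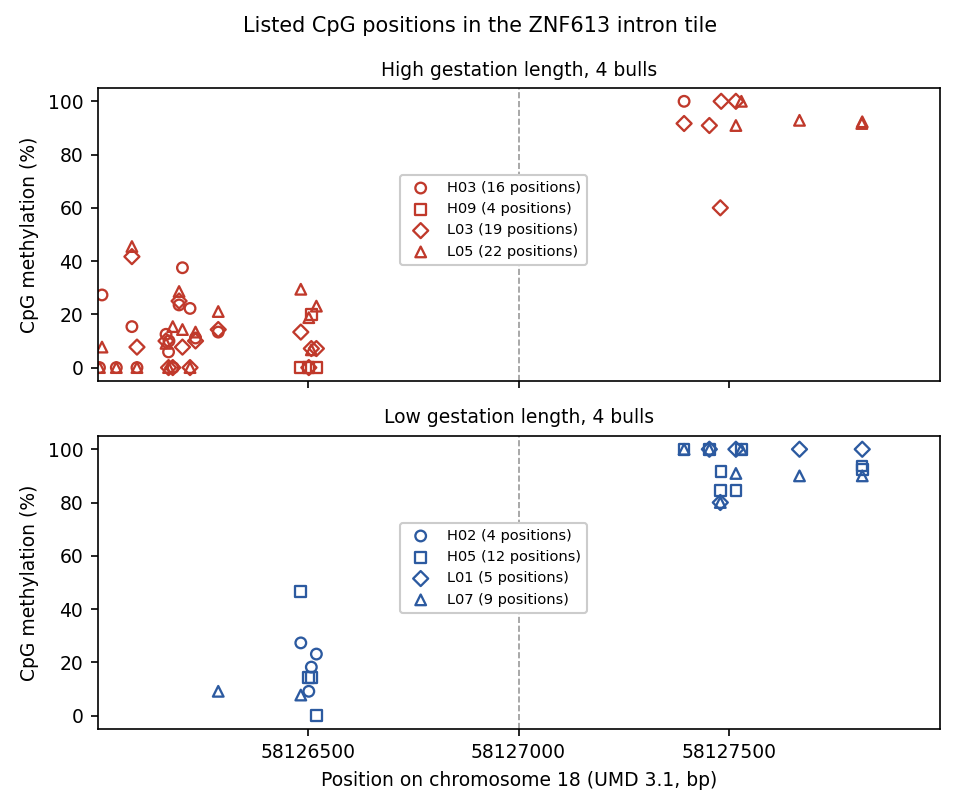
Each symbol is a listed CpG position of the ZNF613 tile in 1 bull, with its position on chromosome 18 on the horizontal axis and its methylation in percent on the vertical axis, for the 4 high-GL bulls (upper panel, red) and the 4 low-GL bulls (lower panel, blue). In both groups the positions up to 58126521 have low and those from 58127393 have high methylation, and the dashed line marks the start of the last 1000 bp of the tile at 58127001.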

We further observed that animals with higher gestation length, SCE, BDE, and CCR had lower methylation levels in this particular DMR (Fig. 5b), which implied that the loss of methylation in the second intron of *ZNF613* could be associated with a prolonged gestation, a more difficult calving, a bigger body size, but a higher conception rate. By examining the Bovine Gene Atlas data, we found that *ZNF613* was expressed in 85 out of the 87 tissues, but was highly expressed in the thyroid, placenta above cotlydon, fetal tongue surface, anterior pituitary and hippocampus, suggesting its potential role in the regulation of embryonic development. We further validated that *ZNF613* was highly expressed in the embryonic brain and ovary, intercaruncular tissue (e.g., placenta), thyroid and testes among 174 tissues in sheep^64^ (Supplementary Data 5). Its orthologous gene in mouse, *zfp157*, was highly expressed in the early conceptus and embryo ectoderm, and was associated with phenotypes related to endocrine/exocrine glands, integument and reproductive system (http://www.informatics.jax.org/marker/MGI:1919404). In addition, *ZNF613* was reported to be transcriptionally active at the blastocyst stage before implantation in cattle^43^. We further confirmed this by observing that nucleosomes were retained around *ZNF613* in the cattle mature sperm^65,66^ (Fig. 5b), as sperm-retained nucleosomes package genes for the embryonic development^67^. Thus, it is tempting to propose that *ZNF613* functions at the very early embryonic developmental stage after fertilization, and that its epigenetic marks in sperm play important roles in the regulation of gestation length by influencing the fetal development, as well as that *ZNF613* is related to many fertility and conformation traits potentially due to its effect on gestation length.

**Fig. 5:**
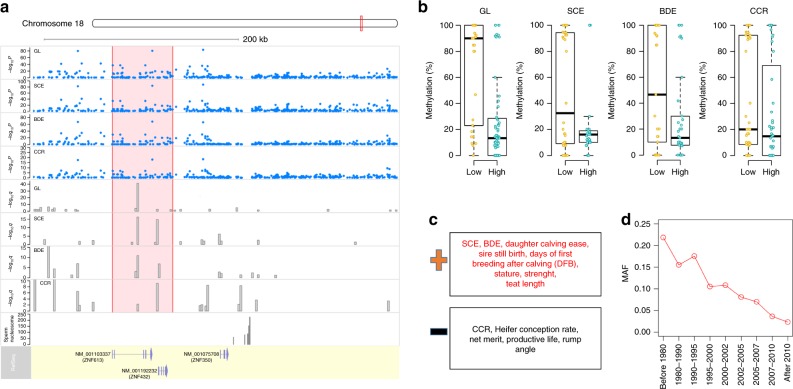
Genetic, epigenetic, and selection evidence implicating the *ZNF613* gene on gestation length. **a** GWAS signals (point-plot) and differentially methylated regions (DMR, bar plot) around *ZNF613* for gestation length, sire calving ease (SCE), body depth (BDE) and cow conception rate (CCR). Sperm-retained nucleosome is also shown below DMRs. **b** Methylation levels of the shared DMR (the second intron of *ZNF613*) in the two compared groups across these four traits. **c** Comparison of signs of variant effects (i.e., *b*, based on signal-marker GWAS) within *ZNF613* between gestation length and 13 dairy traits, for which *ZNF613* is also a candidate gene based on our previous fine mapping analyses. +denotes the same direction, and – denotes the opposite direction. **d** The changes of minor allele frequency (MAF) of the lead variant (chr18:58141989; *P* = 7.97e-84) within *ZNF613* over the years from 1952 to 2012

Our previous fine-mapping study on 35 complex traits with the same dataset demonstrated that *ZNF613* was also the fine-mapped gene for eight dairy traits (average posterior probability of causality = 0.418), including days of first breeding after calving (DFB), heifer conception rate, net merit, productive life, rump angle, sire still birth, stature, strength and teat length^63^. By comparing the sign of marker effects in *ZNF613* across all these associated traits, we found that gestation length was under the same selection direction with SCE, daughter calving ease, sire still birth, DFB, stature, strength and teat length, while gestation length was under the opposite selection direction with CCR, heifer conception rate, rump angle, net merit and productive life (Fig. 5c). This finding was consistent with the epigenetic evidence that animals with higher methylation levels on the second intron of *ZNF613* had a prolonged gestation, a more difficult calving and a bigger body size; however these animals had a higher conception rate. 

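Bull by bull, methylation in the ZNF613 tile ranged from 5.00% in H09, which is high for GL and CCR and low for BDE, to 96.0% in L01, which is low for GL and in no other of these groups. Of the low-GL bulls, H02 had 19.4%, L07 74.2% and H05 68.5%, and of the high-GL bulls H03 had 17.4%, L03 30.9% and L05 31.8%. H09 lists 4 positions and L01 lists 5, and they have no position in common, since those of H09 all lie in the first and those of L01 in the last 1000 bp of the tile. From the lower methylation of the high groups in Fig. 5b, the paper proposes that loss of methylation in this intron could be associated with a longer gestation, a more difficult calving and a bigger body, but a higher conception rate.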

We found that the minor allele frequency (MAF) of the top associated SNP (chr18:58141989; *P* = 7.97e-84) in *ZNF613* was 0.07 in the current U.S. Holstein population. However, the MAF of this SNP decreased dramatically over the years from 1952 to 2012 (Fig. 5d) due to the strong selection against it, suggesting that current and future selection may quickly remove this undesired variant out of the cattle population. These results demonstrated an example where selection shaped the genetic architecture of complex traits.

## Discussion

The data generated from the dairy industry is a valuable resource that provides a unique opportunity to investigate the paternal contribution to pregnancy related traits such as gestation length. In this study, we combined both genomics and sperm epigenomics data to dissect the paternal effects on gestation. Our GWAS study identified nine QTLs of gestation length passing the genome-wide significance level. Using a Bayesian fine-mapping analysis, we identified 25 candidate genes of gestation length. By investigating multiple sources of functional genomics data, we showed strong evidence supporting *ZNF613* as the candidate gene for the most significant QTL on BTA 18. Despite the evidence we showed in this study, direct functional studies are still needed to validate the candidate genes reported here in the future.

In conclusion, our study is the first to explore the paternal genetic and epigenetic contributions to gestation length in a large cattle population. We demonstrate that paternal effects on gestation length may occur through regulating the embryo development, and the underlying epigenetic architecture of gestation length in sperm correlates with its genetic architecture. Gestation length shares both genetic and epigenetic architecture with other dairy traits of economic importance, such as SCE, BDE and CCR. In addition, we provide genetic, epigenetic, and selection evidence implicating *ZNF613* as the candidate gene for the major QTL on BTA18, indicating that both epigenetic alterations and selection pressures could contribute to the genetic architecture underlying complex traits. Our study also demonstrates the usefulness of integrating multiple layers of biological information to understand the phenotypic variation of complex traits.

## Methods

### Single-marker GWAS

The phenotype and genotype data have been described in previous studies^63,68^. The phenotypes were de-regressed breeding values (predicted transmitting abilities or PTA) with high reliability for 27,214 Holstein bulls, which have been adjusted for known systematic effects including herd, year, season, and parity^10^. The high-density SNP genotypes (*n* = 312 K) of all the individuals were imputed to sequence variants (*n* = 3,148,506) with an imputation accuracy of 96.7%^68^ using reference data from Run 5 of the 1000 Bull Genomes Project^69^. The imputation was conducted with the FindHap software (https://aipl.arsusda.gov/software/findhap). A total of 2,619,418 imputed variants with minor allele frequency (MAF) > 0.01 and Hardy–Weinberg Equilibrium (HWE) test (*P* > 1e-06) were kept for further analyses.

Details of the single-marker GWAS analyses were described in^63^. Briefly, a linear mixed model, implemented in MMAP (https://mmap.github.io/), was employed to test for association of the imputed sequence variants:

$${\boldsymbol{y}} = {\mathrm{\mu }} + {\boldsymbol{X}}b + {\boldsymbol{g}} + {\boldsymbol{e}}$$

where ***y*** is the de-regressed PTA, *μ* is the overall mean, ***X*** is the genotype of a candidate marker (coded as 0, 1, or 2), *b* is the marker effect, ***g*** **~** $$N({\bf{0}},\sigma _g^2{\boldsymbol{G}})$$ is the polygenic effect accounting for familial relationship and population structure, and ***e*** **~** $$N({\bf{0}},\sigma _e^2{\boldsymbol{R}})$$ is the residual. ***G*** is the genomic relationship matrix^70^, which was built using HD markers with MAF > 0.01. ***R*** is a diagonal matrix with $$R_{ii} = 1/r_i^2 - 1$$, where $$r_i^2$$ is the reliability of phenotype for the *i*th individual. A tested variant with *P* < 1.91e-08 (Bonferroni correction) was considered significant at the genome-wide level.

Besides gestation length, we have also analyzed 35 other dairy traits in a previous GWAS^63^. These 35 traits were clustered into three groups based on their genetic correlations, including 17 body type, 12 reproduction, and 6 production traits. The pair-wise genetic correlations between gestation length and other 35 traits were approximately computed using the Pearson’s correlation of effects (*b*) of all tested variants^71^.

### Gene-level fine-mapping analysis

The genomic regions used for fine-mapping analyses were defined by extending the QTL regions (i.e., the minimal regions covering all significant SNPs) 1 Mb upstream and downstream. We conducted fine-mapping analysis for each of these candidate regions by employing our Bayesian fine-mapping approach (BFMAP) (http://terpconnect.umd.edu/~jiang18/bfmap/)^63^, which follows a similar framework as Huang et al.^72^. BFMAP attempted to determine independent association signals in a genomic region by assessing a posterior probability of causality (PPC) for each variant within this particular region. The PPC of a gene was calculated as the sum of PPCs of all variants that were located within 2 Kb upstream and downstream of the corresponding gene. BFMAP has been shown to have at least equal power as the commonly used fine-mapping approaches^63^, such as PAINTOR^73^ and CAVIARBF^74^.

### Public gene annotation sources and genomic features

We used org.Bt.eg.db v. 3.6.0, reactome.db v. 1.64.0, packages, MeSH v. 1.10.0, which have been implemented in Bioconductor v. 3.7, (https://bioconductor.org/packages/release/data/annotation/html/org.Bt.eg.db.html) to link genes to GO terms, KEGG pathways, Reactome pathways, and MeSH terms. A total of 755 miRNA-target networks were built as previously described^75^. Briefly, 755 cattle miRNAs were obtained from miRbase (http://www.mirbase.org/), The miRmap software^76^ was used to predict the targets of each miRNA, and only the top 25% of predicted targets were considered. For a given trait in the Cattle QTLdb (release 35, April 29 2018, https://www.animalgenome.org/cgi-bin/QTLdb/BT/index), we considered genes that were located inside or in the closest proximity to the QTL regions as associated genes with this particular trait. We excluded traditional QTL mapping results in the QTLdb due to their large QTL regions. In the end, we kept the GO terms (*n* = 889), KEGG pathways (*n* = 225), Reactome pathways (*n* = 804), miRNA-target networks (*n* = 755), and trait-associated gene networks (*n* = 208) that comprised of at least 10 genes as genomic features for further GWAS signal enrichment analyses. For instance, a GO term with ≥10 genes can be considered as a genomic feature.

### GWAS signal enrichment analysis

Because the complex phenotypes being analyzed are highly polygenic or even omnigenic^27,77^, we employed the following sum-based marker-set test approach (http://psoerensen.github.io/qgg/) to determine whether the GWAS signals were enriched in a predefined genomic feature (i.e., a gene list defined using the above annotation sources, including GO terms, KEGG, and Reactome pathways, and miRNA-targets, trait-associated gene networks, and differentially methylation regions). This enrichment analysis is based on all variants in a GWAS study rather than the top variants passing genome-wide significance level. Previous studies have demonstrated that this approach has at least equal power to many commonly used GWAS signal enrichment methods in human^78^, *Drosophila melanogaster*^79^ and livestock species^80–82^, particularly in highly polygenic phenotypes. The sum-based statistics can be expressed as

$${\mathrm{T}}_{sum} = \mathop {\sum }\limits_{i = 1}^{m_f} b^2$$

where m_*f*_ is the number of genomic variants in a pre-defined genomic feature, and *b* is the variant effect. Here, SNPs located in different genes within a genomic feature (e.g., a biological pathway) were often not in linkage disequilibrium (LD). This approach is similar to the popular LD score regression in human studies^83^, and it controls LD patterns among variants and variant-set sizes through employing the following genotype cyclical permutation strategy^78,79^. In brief, we first ordered the test statistics (i.e., *b*^2^) for all variants according to their chromosome positions (i.e., $$b_1^2$$, $$b_2^2$$, ⋯ $$b_{m - 1}^2$$, $$b_m^2$$). We then randomly chose one test statistic (i.e., $$b_k^2$$) from this vector as the first, and shifted the remaining test statistics to new locations, while retained their original orders (i.e., $$b_k^2$$, $$b_{k + 1}^2$$, ⋯ $$b_{m - 1}^2$$, $$b_m^2$$, $$b_1^2$$⋯ $$b_{k - 1}^2$$) to maintain the correlation patterns among variants. We calculated a new summary statistic for the tested genomic feature using its original genomic positions. We repeated this permutation procedure 10,000 times for each genomic feature being tested, and obtained an empirical *P*-value by using a one-tailed test of the proportion of random summary statistics greater than that observed.

### Sperm WGBS data and bioinformatics analyses

No animal experiments were conducted in this study, and ethics committee approval was thus not required. All sperm methylation data were generated in previous studies, and references were provided where animal data were used.

The sperm whole-genome bisulfite sequencing (WGBS) data were generated in previous studies^66^. All the semen samples used in this study were collected from bulls by an artificial insemination company using a standardized procedure with artificial vaginas. Briefly, one semen straw (0.5 ml) often contains 10–40 million sperm, and is transported and stored in a liquid nitrogen tank. After thawing a semen straw, PBS buffer was used to wash away the extender for three times by mild centrifugations. Visual examination of washed sperm samples was conducted under a microscope, and over 90% of sperm cells were found morphologically normal. At first, eight semen straws were sampled from eight representative Holstein bulls, among which four animals have high PTA of gestation length and the other four with low PTA of gestation length (Supplementary Table 1). For other traits such as SCE, BDE, and CCR, we also collected six semen samples with two groups (i.e., high PTA *vs*. low PTA) for each trait, and each group then had three biological replicates. In total, all of these sperm samples were from 18 fertile, age-matched and representative animals, because several animals had extreme values for multiple traits. The reliabilities of PTA for all of the 18 animals were greater than 0.97, 0.93, 0.87 and 0.83 for gestation length, SCE, BDE and CCR, respectively. Genomic DNA was isolated using QIAamp DNA Mini Kit protocol (QIAGEN, Valencia, CA, USA). The quality of isolated DNA was evaluated using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The sequence libraries were constructed using all of the qualified genomic DNA^66^, and were then sequenced using HiSeq X 10 (Illumina, San Diego, CA, USA) with a 150 bp paired-end technology.

FastQC v0.11.2 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Trim Galore v 0.4.0 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) were employed to check and clean the raw data, respectively^66^. Generally, adapters and reads with low quality (Q < 20) or shorter than 20 bp were removed. All the cleaned data were mapped to the cattle reference genome (UMD 3.1) using bowtie2^84^ with an average mapping rate of 69.23% (ranging from 53.10 to 78.90%). The total number of mapped reads per sample ranged from 134,984,436 to 227,534,395 with an average of 171,982,028. Bismark software^85^ was applied to extract methylcytosine information. Only the loci that were covered by at least 10 clean reads were kept for further analyses. More details have been described previously^66^.

Because methylation alterations that are associated with complex traits often exhibit spatial correlation patterns^86^, DMR (differentially methylated region) instead of DMC (differentially methylated cytosine) were determined by using methylKit^87^. The entire genome was first tiled into windows of 2000 bp in length and 2000 bp step-size, and then methylation levels on those tiles were summarized. A logistic regression model implemented in the *calculateDiffMeth* function was employed to detect DMR: information from each sample is specified (the number of methylated Cs and number of unmethylated Cs at a given region), and a logistic regression test is applied to compare fraction of methylated Cs across the two groups under comparison. *P*-values were calculated through comparing the model fitness of alternative models to the null model, and were corrected to *q*-values for multiple testing using the SLIM method^88^. Since methylation alterations associated with complex phenotypes are generally very weak^86,89^, the absolute value of difference in methylation >5% and different *q* cutoffs (i.e., 0.05, 0.01, 1e-5, 1e-8, and 1e-10) were used to define DMR for the downstream analyses.

### DMR-set enrichment analysis

The following count-based approach was used to test whether a Reactome pathway was enriched for DMR,

2 $${\mathrm{T}}_{count} = {\sum}_{i = 1}^{m_f} {\mathrm{I}}\;(q_i \, < \, q_0),$$

where *m*_*f*_ is the total number of 2000 bp-tiles being tested that were overlapped (at least 1 bp) with genes in a pathway, *q*_*i*_ is the *q* value for the *i*th tested tile, *q*_*0*_ is an arbitrarily chosen threshold, and I is an indicator function that takes value 1 when $$q_i < q_0$$, and value zero otherwise. Here *q*_0_ = 0.01 was used tentatively, and gene regions were extended 10 Kb upstream and downstream to cover potential regulatory regions. Under the null hypothesis (i.e., DMR are distributed in the genome randomly), T_*count*_ was assumed to follow a hypergeometric distribution: T_*count*_ ~ Hyper(m, m_g_, m_f_) where m is the total number of tiles being tested in the entire genome, m_g_ is the total number of DMR detected in the entire genome, and m_*f*_ is the number of tiles being tested in a pathway. The null hypothesis (i.e., no enrichment) will be rejected when the adjusted *P-*value is less than 0.05. Here, a tile was considered belonging to a pathway if the tile intersected any gene (±10 Kb up- and down-stream) in the particular pathway.

Functional enrichment analyses for gene lists in DMRs were conducted using the R package clusterProfiler^90^, where a hypergeometric test was employed using the current KEGG database. *P*-values were adjusted for multiple testing using the FDR method^91^, and FDR < 0.05 was considered as significant.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Reporting Summary

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Data Availability

All the 18 cattle sperm methylomes have been submitted to NCBI with accession number GSE119263. All genomic annotation files of cattle (UMD 3.1.1) are available for download from Ensembl database (https://uswest.ensembl.org/index.html). The authors confirm that the original genotype data are owned by the Council on Dairy Cattle Breeding (CDCB). A request to CDCB is necessary for getting data on research, which may be sent to: João Dürr, CDCB Chief Executive Officer (). All other data have been shown in the manuscript and supplementary data.

# Supplementary material for: Genetic and epigenetic architecture of paternal origin contribute to gestation length in cattle
**Source:** Commun Biol. 2019 Mar 14;2:100. doi: 10.1038/s42003-019-0341-6
**Supplement:** Supplementary file 1 — Supplementary Information

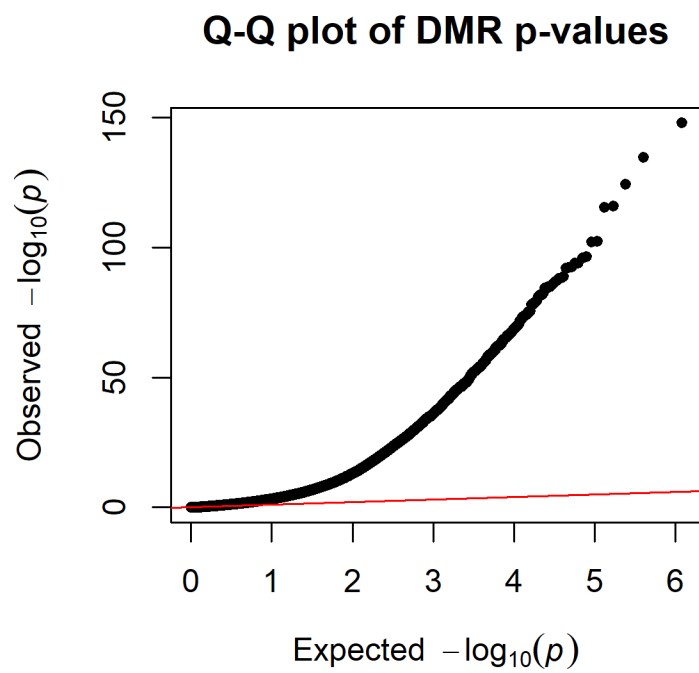

**Supplementary Figure 2. The Q-Q plot of the differential methylation analysis in sperm for gestation length**

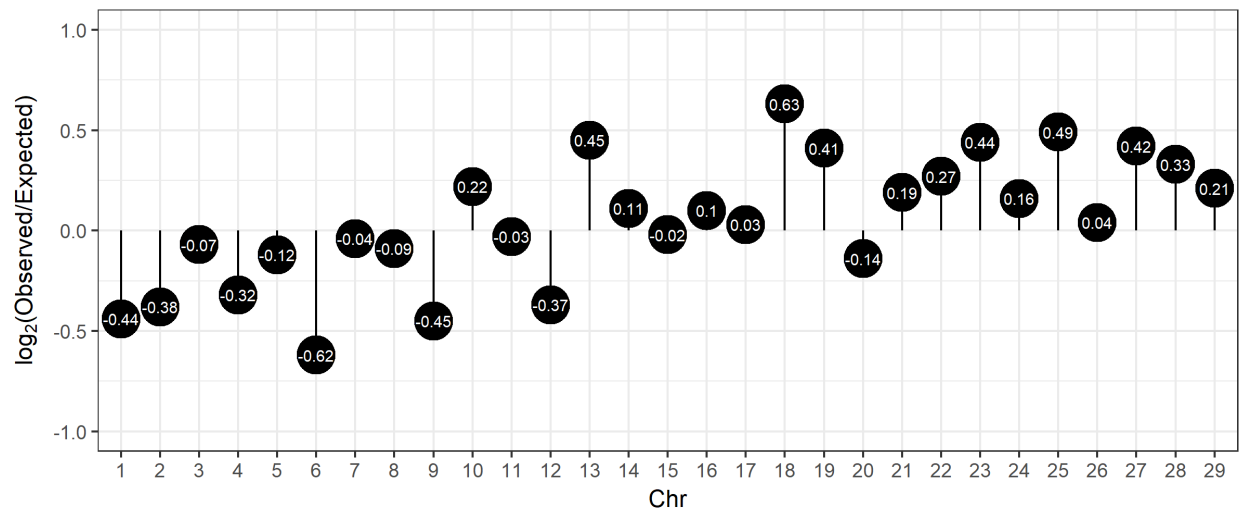

**Supplementary Figure 3. The enrichment of significantly differentially methylated regions (DMR) across all the 29 autosomes in cattle.** The value is calculated as Observed (O)/Expected (E), where O is the percentage of DMR length over all the tested methylation regions in a chromosome, and E is the percentage of the particular chromosome length over the entire.

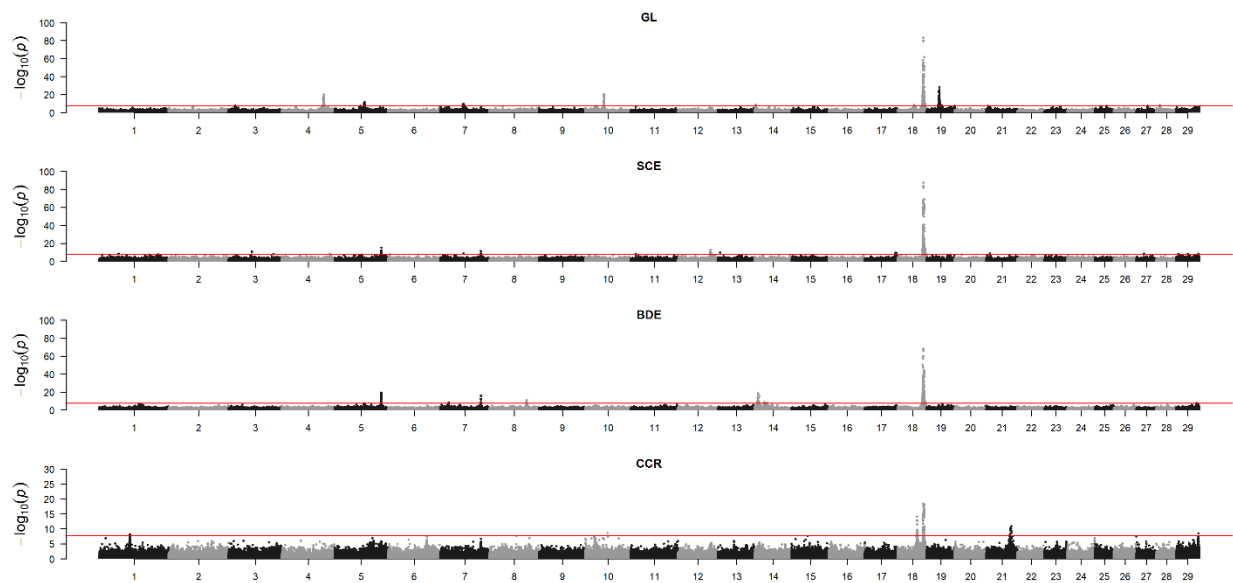

**Supplementary Figure 4. The Manhattan plots of genome-wide association analysis for gestation length (GL), sire calving ease (SCE) and body depth (BDE), and cow conception rate (CCR).**

How the deposited data were processed for this re-analysis (not part of the article)

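Sperm DNA of 18 Holstein bulls was analysed by whole-genome bisulfite sequencing. The sample labels place 4 bulls in each of the high and low groups for gestation length (GL) and 3 in each group for sire calving ease (SCE), body depth (BDE), cow conception rate (CCR) and sire conception rate (SCR). A bull can belong to groups of several traits, and 2 bulls, H04 and L04, carry no group and entered no comparison.
The authors trimmed the reads, mapped them to the UMD 3.1 genome with bowtie2 and extracted methylation with Bismark. The authors deposited, for every bull, the percent of methylated reads at each CpG position covered by at least 10 reads, with the strands of a CpG as separate positions. For 6 bulls the deposited values also hold the count of reads at each position, from 10 to 100 with a mean of 13.1. For the other 12 bulls only the percent is given, so their depth is unknown and no interval that needs it was computed. The design had assumed read counts for all bulls. Therefore each position counted as 10 reads in the GL, SCE, BDE and CCR comparisons. The SCR comparison, whose 6 bulls all have listed coverage, used the listed counts. In the tests at matched positions and at positions listed in every bull, SCR positions also counted as 10 reads. The bulls list between 2858992 and 22048556 positions, with a median of 10109730. The mapped reads per bull that the paper gives were not used.
Positions were summed in tiles of 2000 bp, and a tile was tested when every bull of the comparison lists at least 1 position in it. Methylated and unmethylated reads were compared between groups by a logistic regression with a likelihood ratio test and no overdispersion term, after the paper's methods. For q values, the share of tiles without a difference was estimated by a simplified form of the SLIM method, as the median slope of the distribution of p-values over 10 segments between 0.1 and 1. A differentially methylated region (DMR) had q under 0.01 and a difference over 5 percentage points. The first alternative test was an F test with the overdispersion of McCullagh and Nelder. For SCR only, an overdispersion under 1 was set to 1. The second was limma 3.58.1 (R 4.3.3) on the log2 ratio of methylated to unmethylated reads, computed from the deposited values with 1 read added to each, with Benjamini-Hochberg adjustment. At matched positions, meaning positions listed in at least 1 bull of each group, a Cochran-Mantel-Haenszel test stratified by position was used. Other computations were made in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.
The named items were the 25 fine-mapped genes of Supplementary Data 1, the tiles of Supplementary Data 4, and the 3 largest losses and 3 largest gains among GL DMRs in which every high-GL bull lay on the same side of every low-GL bull. Genes were extended by 2000 bp and QTL lead variants by 1 Mb on both sides. The enrichment of DMRs on chromosomes, in QTL regions and in genes was compared with 1000 circular shifts of the calls along the tested tiles. The shifts leave the tested tiles in place, so their p concerns DMRs among tested tiles and not DMRs per bp. Mean values per bull were compared by exact permutation tests, two-sided, and the relation between listed positions and methylation by 100000 permutations. For the overlaps between traits, 100 random regroupings of the bulls that kept the shared places were drawn.
The tests were tested on simulated data. When 200 of 593044 tiles were changed by 30 points and bulls differed by read sampling only, the logistic test called 194 of them and 1 unchanged tile, and the F test and limma called 0. When the simulated bulls kept the positions they list, in 13974 tiles of chromosome 25, the logistic test called 164 of 200 changed and 696 unchanged tiles, the test at matched positions 187 changed and 0 unchanged tiles, and limma 0. When the 51867 called GL tiles were given their observed group means, the logistic test called 39880 of them, the F test 4968 and limma 3682. In the same simulation for SCE, BDE, CCR and SCR, with 3 bulls against 3, the logistic test called 24976 of 33254, 31764 of 41619, 47458 of 60878 and 35968 of 47618 such tiles, the F test 22, 20, 6 and 0, and limma 0, 72, 345 and 0.
The alternatives were another difference threshold, at least 3 positions per tile, tiles covered in all but 1 bull per group, tiles shifted by 1000 bp, autosomes only, Benjamini-Hochberg adjustment in place of SLIM, the F test, limma, other coverage settings, other positions and each bull left out in turn. Promoters, CpG islands, miRNAs, GWAS signals and pathways were not analysed here.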

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

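The test on L07 was chosen after its result was seen, as were the comparison of SCR groups at matched positions, the setting of 10 reads per position for SCR and the simulation of SCR bulls, while the F test and the other splits of the SCR bulls were planned.
The paper does not report a comparison for sire conception rate (SCR), for which the labels give 3 high bulls (H01, H02 and H03) and 3 low bulls (L01, L02 and L03). The logistic test called 47618 DMRs among 549229 tested tiles, 24925 with lower and 22693 with higher methylation in the high group. With 10 reads per position it called 33226, and without H01 72809. Among the DMRs called, gains outnumbered losses without L02, with 24130 losses and 26218 gains, and without L03, with 25660 losses and 28456 gains. Each of the 10 ways to split these bulls 3 against 3 gave at least as many DMRs as the real groups (10 of 10), and 10 splits are too few for a share under 5%. The F test, which allows for the spread between bulls, called 0 DMRs, and limma also called 0. At an unadjusted p under 0.05 and a difference over 5 points these tests gave 14943 and 18680 tiles. These counts of 0 do not decide whether spread between bulls accounts for the DMRs, since on simulated bulls without such spread, 3 against 3, both tests also called 0 of the 47618 tiles given their observed group means. Spread between bulls that the logistic test leaves out stays open. At matched positions 51.5% of the DMRs kept a difference over 5 points in the same direction. The DMRs were chosen on a difference that includes these positions, so this share does not decide whether different CpG positions account for them. A difference between the SCR groups also stays open.
In the chromosome 19 tile from 44268001 to 44270000, L07 had 96.2% methylation and lay apart from the other 3 low-GL bulls, which all had 100%. With the other 3 bulls tied, any other value would have stood apart. Of 18 groups of 4 bulls examined in this way 1 held such a bull, and chance gives about 1 in 20 groups. L07 lists positions 44269577 (92.3%) and 44269638 (100%), and 0 positions of L07 are listed in another low-GL bull, so a difference of the bull and a difference of its positions cannot be told apart. The depth of L07 is unknown, so counting error also stays open. No biological explanation was tested.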

How the results depend on the processing

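The settings chosen after seeing the data were 13 reads per position, 10 reads per position for SCR, matched positions, positions listed in every bull, and the comparison limited to GL bulls with listed coverage. The other settings were set before the data were examined. Of the values under the latter, 220 were kept, 35 were weaker, 10 stronger, 14 moved and 8 reversed. Of the values under the settings chosen later, 22 were kept, 17 were weaker, 3 stronger, 4 moved and 1 reversed. A kept value had the same direction and side of the threshold, or moved by less than the spread. Counts of DMRs and genes were instead kept within a fixed fold range of the main count, whatever the spread. The 71381 GL DMRs without H09 were thus kept beside the main 51867. The kept values include the odds ratios of the overlaps with GL. This says nothing about their stability, since Fisher's exact test passes its threshold throughout. The random groupings also gave odds ratios of at least 2.87. Apart from the cases where a setting tests fewer or more tiles, the cause was not tested.
Limma and the F test called 0 DMRs for GL, SCE, BDE, CCR and SCR, whose main counts were 51867, 33254, 41619, 60878 and 47618. For all but GL this says little. With 3 simulated bulls against 3 and no spread between them, the F test called at most 22 and limma at most 345 of these tiles. For GL, the F test called 4968 and limma 3682 of the tiles in the same simulation. Both called 0 of 200 GL tiles changed by 30 points, so their counts of 0 do not exclude a small number of changed tiles. At an unadjusted p under 0.05 and a difference over 5 points, limma gave 21294, 17735, 21126, 19905 and 18680 tiles and the F test 21869, 18335, 20379, 18548 and 14943. The last value of each, for SCR, used listed coverage, and only there did the F test set an overdispersion under 1 to 1. The SCR values are thus not directly comparable with the others. With at least 3 positions per tile in every bull, which leaves fewer tiles to test, the counts were 28892, 12282, 21819, 32371 and 18033. With tiles covered in all but at most 1 bull of each group, which adds tiles, they were 80216, 67287, 66595, 102233 and 88744. With only positions listed in every bull they were 247, 204, 690, 675 and 157, where the same tiles held 5150, 3772, 6338, 13688 and 4253 over all positions. These tiles then hold fewer positions and fewer reads, whose effect was not tested apart from that of the positions. The counts were, at matched positions, 12961, 7018, 8802, 24268 and 6453. The SCR counts of 157, 4253 and 6453 rest on 10 reads per position, with which the SCR count over all tested tiles was 33226. With a difference over 10 points the counts were 29087 for GL, 39044 for CCR and 30963 for SCR. With 13 reads per position they were 54364 for SCE and 63601 for BDE. With a coverage minimum of 20 reads, which leaves 7039 tiles, the SCR count was 914. Among the 4 GL bulls with listed coverage, 2 against 2, the listed coverage gave 81936 DMRs and 10 reads per position 59376, of 815701 tested tiles. With 1 bull left out, the SCE count ranged from 33496 to 51591 (without H01), the CCR count from 47251 to 94807 (without H08) and the SCR count from 48451 to 72809 (without H01). Most SCE DMRs were losses (19067 against 14187 gains), but most were gains without H06 (12841 losses and 20655 gains) and at positions listed in every bull (73 losses and 131 gains). For SCR most were losses, but most were gains without L02 (24130 losses and 26218 gains) and without L03 (25660 losses and 28456 gains), and with a coverage minimum of 20 reads there were 674 losses and 240 gains. For CCR losses stayed in the majority, with 26671 without L06, 28630 without H06 and 83061 without H08 against 46677.
The GL inflation factor of 2.79 was 1.16 with the F test, 3.63 with 13 reads per position, 1.85 at matched positions and between 2.64 and 2.90 with 1 bull left out. The share of GL DMRs that lost methylation, 42.9%, was 47.5% with a difference over 10 points, 33.7% at matched positions and between 39.0% and 47.8% with 1 bull left out.
Measured against tested tiles, the log2 enrichment of BTA13 was -0.037 and the QTL ratio 0.964, both on the other side of no enrichment. The permutation p values of the chromosomes concern DMRs among tested tiles and not the log2 enrichment by length beside them. At matched positions BTA13 had a log2 enrichment of 0.71 (permutation p = 0.384), above its main value of 0.51. The log2 enrichment of BTA18 was 0.81 with at least 3 positions (permutation p = 0.055), 0.71 with a difference over 10 points (permutation p = 0.055), 0.62 with 13 reads per position (permutation p = 0.053) and 0.59 at matched positions (permutation p = 0.594). With 1 bull left out it lay between 0.46 and 0.74, with a permutation p of 0.058 without L01. The log2 enrichment of BTA25 was -0.027 at matched positions (permutation p = 0.077) and between 0.27 and 0.71 with 1 bull left out, with a permutation p of 0.017 without L05. The number of fine-mapped genes with a GL DMR, 15 in the main setting, was 11 with at least 3 positions per tile and 4 at matched positions.
The share of shared DMRs with the same direction lay, with 1 bull left out, between 52.6% (without H03) and 78.0% for GL and SCE, between 30.2% (without H05) and 76.1% (without H02) for GL and BDE, with 32.1% without L03, and between 52.4% (without L05) and 70.7% (without L06) for GL and CCR. At matched positions the share was 56.4% for GL and CCR, lower than the main 63.2%, and 75.4% for GL and SCE and 67.1% for GL and BDE, higher than the main 73.0% and 56.4%.
In the ZNF613 tile, the F test left the differences at -42.3 points for GL, -23.1 for SCE, -23.3 for BDE and -11.2 for CCR, with q from 0.704 to 0.972. In a tile starting 1000 bp lower they were -1.25, 0.112, -2.13 and -3.39 points, and in a tile starting 1000 bp higher, which was tested for SCE only, 3.70 points. At matched positions they were -4.02, -0.243, -1.53 and -1.50 points. With 1 bull left out, the difference lay between -33.4 and -12.2 points for SCE (q = 0.0711 without H03), between -32.3 and -8.14 for BDE (q = 0.219 without H05) and between -35.2 (without H08) and -2.58 for CCR. For CCR, q was 0.509 without L06, 0.267 without H06, 0.0462 without H09 and 0.0225 without L09. It was 0.00014 without L08 and 5.3e-16 without H08.
At positions listed in all 18 bulls, the difference in genome-wide methylation between high and low bulls was 0.561 points for GL, where it was -1.56 over each bull's own positions, and -0.893 for SCE, where it was 1.62. The GL difference lay between -2.09 (without H03, exact permutation p = 0.0286) and -0.636 points (without H09).
A coverage minimum of 5 reads was not run, since no bull with listed coverage lists a position under 10 reads. A minimum of 20 reads, the removal of positions with very high coverage and the scaling of coverage were run for SCR only, since they need listed coverage. The promoter settings were not run. With 0 DMRs from the F test, it gave no value for the enrichments, genes and overlaps. No paired analysis was possible because the labels give no pairing of the bulls. Depth limits what can be said of all comparisons but SCR, since the reads behind each percent are unknown for 12 bulls.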

Differences from the paper's values

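For BTA26, the log2 enrichment of GL DMRs was 0.10, against the paper's value of about 0.04 in Supplementary Fig. 3, read by eye. Measured against the share of tested tiles, an alternative set before the data were examined, it was -0.14, which also differs from the paper's value. For this chromosome, leaving out each bull in turn was used only to set the spread, and the remaining alternatives were not run. In the QTL regions, the number of DMRs per bp was 1.28 times that of the genome. The paper's value in Fig. 3a, read by eye, is about 1.7. With 1 bull left out the ratio lay between 1.20 and 1.36.
The paper names BTA13, BTA18 and BTA25 as the chromosomes where GL DMRs cluster. By length BTA18 and BTA25 ranked 1 and 2, with log2 ratios of 0.65 and 0.54, and BTA19 ranked 3 and BTA13 ranked 4, with 0.51 each. In Supplementary Fig. 3, read by eye, BTA19 has about 0.41 and BTA13 about 0.45. For BTA6 the log2 ratio was -0.69, against about -0.62 in that figure.
The paper places the ZNF613 tile at the top of its region for GL. It ranked 1 by the size of its difference and 2 by q there.
In Supplementary Data 4 the paper lists tiles of CDKL1 and CPSF1 as DMRs, and neither gene had a DMR with 10 reads per position and all bulls. CDKL1 had 2 DMRs without L05, 1 without H02, 1 without L01, 3 without L07 and 2 with flanks of 10000 bp. CPSF1 had 1 DMR without H09, without L03, without H05 and without L01, and 1 with flanks of 10000 bp. With 13 reads per position, a setting chosen after seeing the values, CDKL1 had 3 DMRs and CPSF1 had 1.
In its comparison of selection directions the paper assigns longer gestation to animals with higher methylation in the ZNF613 intron, and beside Fig. 5b it assigns it to animals with lower methylation. Here the difference between high and low bulls in this tile was -42.3 points for GL.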

Other observations

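The tests of the ZNF613 tile, those of other splits for matched positions and for unadjusted limma tiles, and the random groupings within deciles of spread were chosen after the results were seen. The log2 ratios against tested tiles were planned as an alternative, and only their use as a test of tile density on BTA13, BTA18 and BTA25 was chosen after they were seen.
A candidate explanation for the difference in the ZNF613 tile is that the bulls list different positions of a tile whose first part has low and whose last part has high methylation. At positions listed in both groups the difference was -4.02 points for GL, -0.243 for SCE, -1.53 for BDE and -1.50 for CCR. For GL, the mean of other bulls at the positions each bull lists gave a difference of -37.7 points, near the -42.3 points observed. The largest loss at matched positions with 1 GL bull left out was -7.04 points, which argues against lower methylation of the same positions as the cause of the whole difference. A small difference between the groups at the same positions stays open.
The same explanation was weighed for all GL DMRs. The methylation of other bulls at the listed positions gave the right sign for 87.1% of the DMRs, against 60.8% of other tiles. At matched positions 44.0% of the DMRs kept a difference over 5 points in the same direction. Counts made from the listed positions alone gave 16365 DMRs in 581577 tiles, 34.9% of the 46865 observed there. That share rests on the mean of other bulls as the level of each position, and the 44.0% on DMRs chosen on a difference that includes the matched positions, so neither decides how far positions account for the DMRs. In the 72226 tiles with positions listed in every GL bull, the number of DMRs was 5150 over all positions and 247 at those positions, where the inflation factor was 1.08 against 2.79 for all tiles, but the tiles then hold fewer positions and reads. Spread between bulls of a group could account for others, since the F test, which allows for it, called 0 DMRs, and 4968 of the 51867 called tiles when these were simulated with their observed group means and no such spread. At an unadjusted p under 0.05 and a difference over 5 points, the F test gave 21869 tiles and limma, which also called 0, gave 21294. A difference that follows the genetic merit for GL stays open.
Of the 35 ways to split the 8 GL bulls 4 against 4, 3 gave as many DMRs as the GL groups and 3 as large an inflation factor, the real groups included. For the share of losses, 14 splits gave a share as far from an equal number of losses and gains, in either direction. The number of splits with a value as large was 7 for the tiles at an unadjusted limma p under 0.05, and 15 for the DMRs at matched positions. For the enrichment of BTA13, BTA18 and BTA25 it was 8, 27 and 30, for the QTL regions 34, and for the fine-mapped genes 9. Chance in the grouping of the bulls can thus not be excluded for any of these results. For SCE, BDE and CCR, 9, 4 and 8 of the 10 splits gave as many DMRs, and 10 splits are too few to exclude chance.
The uneven density of tested tiles may account for the enrichment of GL DMRs on BTA13 and BTA25 and in the QTL regions, where the log2 ratio against tested tiles was -0.037 and 0.036 and the ratio 0.964. On BTA18 the log2 ratio was 0.19, where that of the other autosomes lay between -0.17 and 0.12. The permutation p of BTA18 was 0.051 after adjustment over the 3 autosomes and 0.493 over all 29, so tile density as the whole cause stays open there.
For the overlaps, of 101 groupings (the real one and 100 random ones that keep the shared places), 45, 82 and 39 gave as large an odds ratio for SCE, BDE and CCR, and 23, 44 and 54 as large a share of DMRs with the same direction. Chance in the grouping can thus not be excluded. Tiles that mix methylated and unmethylated positions could be called in any comparison. Within deciles of the spread between positions of a tile the odds ratio was 1.99 for SCE, 1.93 for BDE and 1.88 for CCR, and the random groupings gave a median of 1.99, 2.06 and 1.95. As large a value came from 51, 86 and 61 of the 101 groupings, so what remains within deciles does not exclude such tiles as the cause. Shared genetic merit stays open.
Bulls with fewer listed positions had lower genome-wide methylation. Across the 18 bulls, the mean methylation rose with the log10 number of positions (Pearson r = 0.746, permutation p = 0.00044, and 0.00088 after Benjamini-Hochberg adjustment over the 2 relations computed, and Spearman rho = 0.668, permutation p = 0.00323). Without H01 and H08, r was 0.536. At the 125424 positions listed in all 18 bulls, r was -0.329 (permutation p = 0.1845, unchanged by the adjustment) and rho -0.360 (permutation p = 0.144), and without H01 and H08 r was -0.473. These positions have a far lower methylation than the rest, so a relation carried by highly methylated positions would not show there, and different positions listed in the bulls neither can be named as the source of the relation nor excluded. No biological explanation was tested. The high-GL bulls had a mean of 81.0% ± 1.90 (SD, n = 4) and the low-GL bulls of 82.6% ± 0.561 (SD, n = 4; two-sided exact permutation p = 0.0571), and 27.7% and 27.2% at the common positions (exact permutation p = 0.657).
The bulls of no group, H04 and L04, had a genome-wide methylation of 83.0% and 82.1%, and 68.5% and 52.6% in the ZNF613 tile.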
